# Identification of candidate SNPs associated with embryo mortality and fertility traits in lactating Holstein cows

**DOI:** 10.3389/fgene.2024.1409335

**Published:** 2024-08-09

**Authors:** Carolina L. Gonzalez Berrios, Courtney F. Bowden, Hamad M. Saad, Jeanette V. Bishop, Hana Van Campen, Pablo Pinedo, Thomas R. Hansen, Milton G. Thomas

**Keywords:** cattle, health traits, pregnancy, Holstein cows, early embryo mortality, single-nucleotide polymorphisms, linkage disequilibrium

## Abstract

**Introduction:** Targeted single nucleotide polymorphisms (SNPs) have been used in genomic prediction methodologies to enhance the accuracy of associated genetic transmitting abilities in Holstein cows. The objective of this study was to identify and validate SNPs associated with fertility traits impacting early embryo mortality.

**Methods:** The mRNA sequencing data from day 16 normal (*n* = 9) and embryo mortality (*n* = 6) conceptuses from lactating multiparous Holstein cows were used to detect SNPs. The selection of specific genes with SNPs as preliminary candidates was based on associations with reproductive and fertility traits. Validation of candidate SNPs and genotype-to-phenotype analyses were conducted in a separate cohort of lactating primiparous Holstein cows (*n* = 500). After genotyping, candidate SNPs were filtered using a quality control pipeline via PLINK software. Continuous numeric and binary models from reproductive traits were evaluated using the mixed procedure for a generalized linear model-one way ANOVA or logistic regression, respectively.

**Results:** Sixty-nine candidate SNPs were initially identified, but only 23 passed quality control procedures. Ultimately, the study incorporated 466 observations for statistical analysis after excluding animals with missing genotypes or phenotypes. Significant (*p* <0.05) associations with fertility traits were identified in seven of the 23 SNPs: DSC2 (cows with the A allele were older at first calving); SREBF1 and UBD (cows with the T or G alleles took longer to conceive); DECR1 and FASN (cows with the C allele were less likely to become pregnant at first artificial insemination); SREBF1 and BOLA-DMB (cows with the T allele were less likely to be pregnant at 150 days in milk). It was also determined that two candidate SNPs within the DSC2 gene were tag SNPs. Only DSC2 SNPs had an important allele substitution effect in cows with the G allele, which had a decreased age at first calving by 10 days.

**Discussion:** Candidate SNPs found in this study could be used to develop genetic selection tools to improve fertility traits in dairy production systems.

## 1 Introduction

Until 2005, Holstein cows were under intense genetic selection for milk yield, which inadvertently led to a decline in fertility traits (García-Ruiz et al., 2016). This was to be expected given the negative genetic correlations that range from 0.35 to 0.60 for these traits (Pritchard et al., 2013). The advances in the use of genomic information have identified associations with economically relevant traits in cattle and revolutionized animal breeding programs (Matukumalli et al., 2009; Amos et al., 2011; Khatkar et al., 2014). Despite the genetic improvement in Holstein cows, the fertility performance of this breed is still considered suboptimal when compared to other dairy cattle breeds (Martinez-Castillero et al., 2020).

Fertility based on daughter pregnancy rate (DPR) has clearly improved over the last 2 decades (García-Ruiz et al., 2016). Regardless, embryo mortality (EM) is still an issue and was recently reported to be as high as 37% from d17–33 of pregnancy in Holstein cows (Domingues et al., 2024). Pregnancies that result in EM are associated with multiple factors, including inadequate interferon tau (IFNT) signaling by the conceptus (Evans et al., 2012), which plays a key role in establishing and maintaining pregnancy by preventing regression of the corpus luteum (Rizos et al., 2012; Hansen et al., 2017; Moraes et al., 2018). As a result, the production of progesterone from the corpus luteum continues to support conceptus growth and maintain a competent uterine environment for the implanting conceptus (Bazer et al., 1975; Bazer et al., 1997). A challenge with EM pregnancies is that they take place during the pre-implantation period, between days 7 and 16 of pregnancy. Therefore, pregnancy status is unknown until determined at day 32 via ultrasound (Lonergan and Forde, 2014). This hinders resynchronizing non-pregnant cows in a timely manner, limits management of a cow’s reproductive performance, and results in an annual loss of $1.6 billion for the dairy industry in the United States and $1.28 trillion worldwide (Suthar and Shah, 2009; Perkel et al., 2015), further providing a rationale for the selection of Holstein cows with superior fertility traits.

Given that single nucleotide polymorphisms (SNPs) are responsible for 84% of the variation in gene expression, their location in DNA could affect protein structure, production, and function and/or cause a phenotype that could vary due to the reproductive status of an animal (El-Sayed et al., 2006; Beltman et al., 2010; Kommadath et al., 2011; Spencer et al., 2014). Consequently, using SNPs associated with reproductive traits in genomic diagnostic panels may improve genomic estimates of predicted transmitting abilities (Cochran et al., 2013a). Diagnostics using SNP genotyping could further aid in the culling of cattle that are reproductively inferior (Singh et al., 2014).

It was hypothesized that pregnancies with EM are associated with missense SNPs that impair maternal-conceptus communication. We identified 69 candidate SNPs within lactating multiparous Holstein cows that had pregnancies with conceptuses that were either normal (N) or EM and aimed to validate SNP associations in a separate population of lactating primiparous Holstein cows (n = 500).

## 2 Materials and methods

Figure 1 is a flow chart of the methodology from the initial lactating multiparous Holstein cow population (n = 15). Each cow had a day-16 conceptus collected for the discovery of genes with candidate SNPs that may influence pregnancies to become EM. The candidate SNPs were validated in a separate cohort of lactating primiparous Holstein cows (n = 500) in Colorado, United States.

**FIGURE 1:**
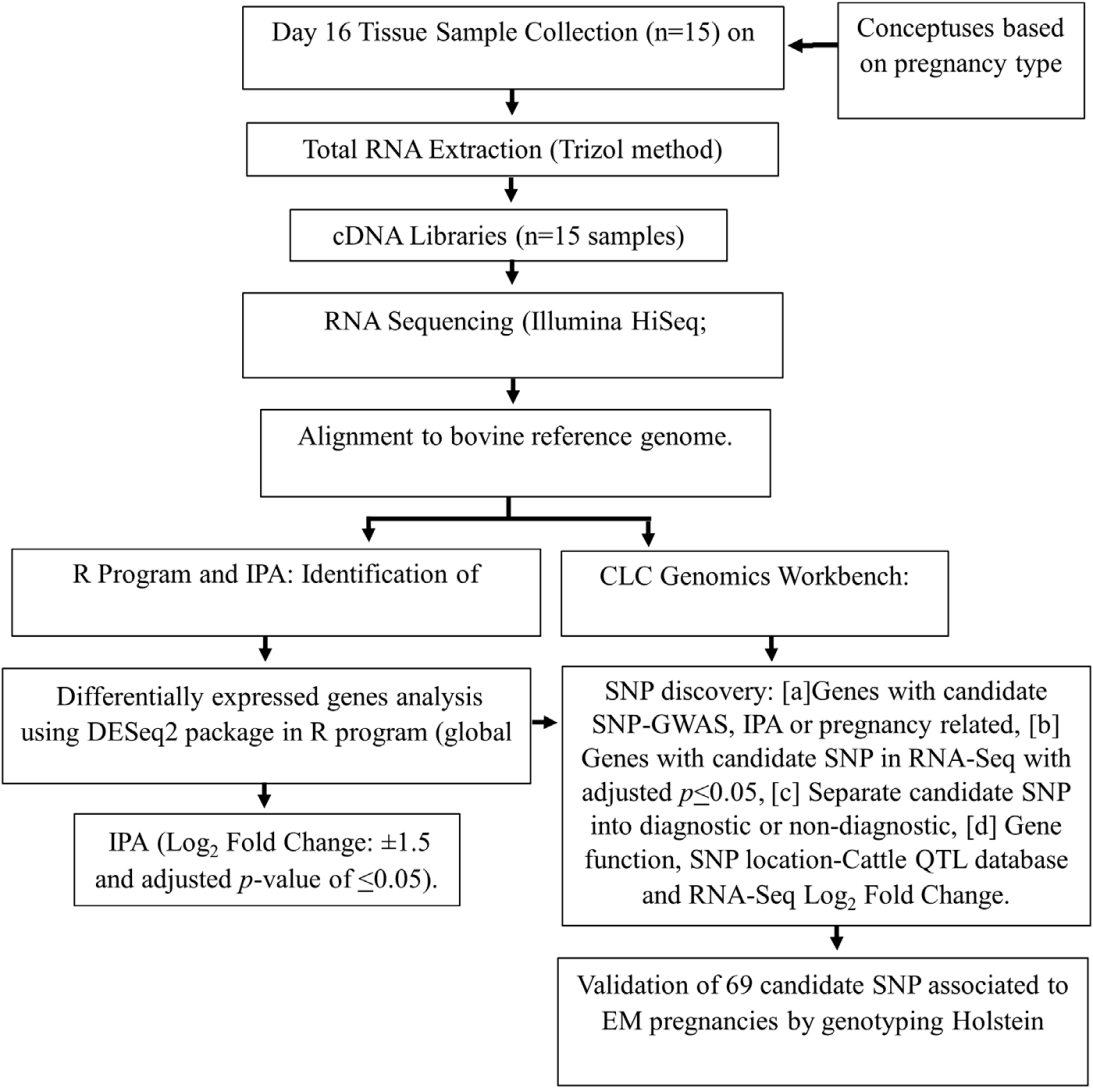
Flowchart of methods used to identify candidate SNPs used in association analysis with reproduction traits in Holstein cows. EM, embryo mortality or N, normal pregnancy: cow’s pregnancy status; IPA, ingenuity pathway analysis.

### 2.1 Animal care

The initial group of fifteen healthy lactating multiparous Holstein cows was located at a dairy farm in North-Eastern Colorado and had conceptuses collected as per approval of Colorado State University’s Institutional Animal Care and Use Committee (IACUC protocol number 17-7539A). An additional 500 healthy lactating primiparous Holsteins from an organic dairy farm in North-Eastern Colorado had blood samples collected in August 2020 (IACUC protocol number 1036). Both groups of cows were fed and milked twice daily, offered water *ad-libitum*, and received a total mixed ration according to the guidelines of the National Research Council (Council, 2001). Cows were also housed in a free-stall barn equipped with sprinklers, fans, and sand-beds.

### 2.2 Estrous cycle synchronization

After 60 days *postpartum*, the initial group of healthy lactating multiparous Holstein cows (n = 15) were subjected to synchronization of the estrous cycle and induced ovulation by the Ovsynch protocol. Cows were exposed to timed artificial insemination (TAI) and the same high-fertile sire’s semen. The day of TAI was considered day 0 for cows in the pregnant group. All were TAI at 16 h after the final intramuscular injection from Ovsynch. If no conceptus was recovered on day 16 after the first TAI, then new cows were assigned to the study.

### 2.3 Recovery and collection of conceptuses

Infusion of flushing media (30 mL of phosphate buffered saline [PBS] and 10 mL of 0.01% of polyvinyl alcohol; Sigma) was performed using a 60 mL plastic syringe (Norm-Ject) connected to a French silicone-coated latex Foley modified catheter (size 22-Bard). The Foley catheter was inserted transcervically into the uterine horn ipsilateral to the corpus luteum. Recovery of conceptuses involved using the same 60 mL syringe and placing the fluid in a sterile petri dish. Each dish was examined under a stereoscope (Stereo Star Zoom, American Optical) at ×7 magnification to find the conceptus. This procedure was repeated up to six times to ensure the recovery of the conceptus, if present. Once the conceptus was located, it was rinsed with sterile PBS and 0.1% (v/v) of polyvinyl alcohol, measured for length (millimeters), and photographed beside a ruler. Pregnancies were re-classified based on conceptus morphology and appearance as N (translucent and elongated [≥100 mm]; n = 9) or undergoing EM (pink, red, opaque and/or restricted elongation [≤60 mm]; n = 6). All conceptuses were snap-frozen with liquid nitrogen and stored at −80°C for RNA extraction.

### 2.4 Conceptus RNA isolation

Total conceptus RNA was extracted using TRIzol reagent (Life Technologies; Carlsbad, California) following the manufacturer’s instructions. The remaining DNA was removed with an RNase-free DNase (Qiagen) and RNAeasy MinElute Cleanup Kit 50 (Qiagen; catalog # 74204). RNA was quantified using a NanoDrop 2000 Spectrophotometer (Thermo Scientific, manufacture: ND2000USCAN). The quality of each RNA sample was determined by dividing the absorbance260 by absorbance280. Values of 2.0 were considered high-quality RNA samples.

### 2.5 Preparation and normalization of RNA-Seq library files

Total conceptus RNA was shipped to be processed for cDNA libraries and sequencing using the Illumina HiSeq (2000) system by Zoetis Inc. Files were single-end sequencing with 75 bp. Sequences were trimmed and aligned to the bovine reference genome ARS-UCD 1.2 (http://bovinegenome.elsiklab.missouri.edu/node/61; (Rosen, 2018).

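The RNA-Seq data comprised 6 conceptuses from pregnancies undergoing EM and 9 N conceptuses, each sequenced as 1 single-end library with 75 bp reads. The deposited values are raw read counts per gene that the authors obtained after alignment to ARS-UCD 1.2, and the program that counted the reads is not given in the sources used here. Each table held 35186 rows, of which 28 repeated a gene name with identical counts and were dropped. The total count per library ranged from 10532188 to 19458387 in EM conceptuses (median 17166126) and from 16642811 to 24482117 in N conceptuses (median 21542813). The EM libraries had a lower median total and a higher median number of genes with at least 1 count, which was 21446 in EM and 19347 in N. The mitochondrial gene COX1, a subunit of cytochrome c oxidase, took 2.36% to 12.5% of the counts in EM libraries and 0.466% to 2.18% in N libraries. Genes were filtered with edgeR at a minimum count of 10, which left 15642 genes, and counts were scaled with TMM factors. EM was compared with N with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With RLE factors in place of TMM the median log2 fold change of all genes was higher by 0.10. Counts of genes with near-identical copies, such as the IFNT, PAG, TKDP and BOLA genes, are uncertain because reads can be shared between copies.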

### 2.6 Identification of differentially expressed genes in RNA sequencing

Using R studio (version 4.1.2; R core team, 2021), RNA-Seq data were exported, organized (dplyr and plyr), and filtered (edgeR) to exclude genes with less than 10 mRNA raw counts. The DESeq2 package (Love et al., 2014) in R used the Benjamini–Hochberg method to control for false discovery by adjusting p-values (Hochberg, 1995). Comparisons (1 × 1) for conceptuses (EM vs. N) were performed using a negative binomial distribution model. Consequently, all differentially expressed genes (DEGs) were identified with adjusted p-values <0.05.

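Genes of leukocytes and of antigen presentation were higher in EM than in N conceptuses, and most listed genes of the trophoblast, epiblast and hypoblast were lower. Of 24 leukocyte marker genes, 23 were higher in EM and none was lower, with a median log2 fold change of 6.32. MS4A1, a B cell surface protein, averaged 55.8 CPM in EM and 0.0236 CPM in N (log2 fold change 10.84, standard error 0.73, adjusted p = 3.32e-07 from edgeR's quasi-likelihood test). TYROBP, an adaptor protein of myeloid and natural killer cells, had a log2 fold change of 8.09. All 26 tested genes of antigen presentation and all 38 tested interferon-stimulated genes were higher in EM, although the interferon-stimulated gene score of N replicate S50 (5.54) lay above those of EM replicates S55 (3.86) and S58 (5.46). The antigen presentation list includes BOLA-DMB, BLA-DQB, BOLA-NC1 and UBD of Table 1, which the study chose on these samples. Markers of endometrial epithelium moved the same way, with 12 of 13 higher and 1 lower. MUC16, a membrane mucin of epithelial surfaces, averaged 368 CPM in EM and 3.79 CPM in N (log2 fold change 6.59, standard error 1.00, adjusted p = 4.09e-05 from the same edgeR test), and SERPINA14, a secretory protein of the uterine glands, had a log2 fold change of 7.07. SERPINA14 was at 94.7 CPM in EM replicate S53 but at 1.33 CPM in S55 and 1.31 CPM in S58, beside 1.30 CPM in N replicate S59. Among 11 stromal genes 6 were higher and 1 was lower, and VIM, an intermediate filament protein, had a log2 fold change of 6.53.
In the opposite direction, 14 of 16 trophectoderm identity genes were lower in EM and 1 was higher, the 4 tested IFNT genes were all lower, and of 8 trophoblast secreted proteins 5 were lower and 3 were not called. IFNT3 averaged 896 CPM in EM and 7975 CPM in N (log2 fold change -3.15, standard error 1.07, adjusted p = 0.0161 from edgeR). It ranged from 0.91 to 3973 CPM among EM and from 4452 to 11396 CPM among N conceptuses. The calls of IFNT2 and IFNT3 were lost without EM replicate S51 (adjusted p = 0.0560 and 0.0509 from edgeR), and that of IFNT2 without EM replicate S53 (adjusted p = 0.0535). TKDP1, a trophoblast Kunitz domain protein, had a log2 fold change of -3.28 and PAG11, a pregnancy-associated glycoprotein, one of -3.58. All 20 cell cycle genes were lower, as were 17 of 20 genes of pyrimidine and purine synthesis and 12 of 15 genes of fatty acid synthesis, with 1 gene higher in each of the latter lists. These counts were the same when adjusted over the list alone. The pyrimidine and purine synthesis list includes UMPS of Table 1, and the fatty acid synthesis list FASN and SREBF1, which the study chose on these samples. In a camera test with a preset correlation the adjusted p was 3.73e-10 for leukocyte markers, 6.70e-11 for antigen presentation, 8.77e-09 for interferon-stimulated genes, 5.44e-04 for endometrial epithelium, 6.36e-05 for trophectoderm identity, 0.0212 for IFNT genes, 0.00659 for trophoblast secreted proteins, 4.10e-08 for cell cycle, 8.44e-05 for pyrimidine and purine synthesis and 7.09e-04 for fatty acid synthesis, and 0.181 for stromal genes. With an estimated correlation no list passed, and the adjusted p was 0.393 for interferon-stimulated genes, 0.369 for IFNT genes, 0.396 for trophoblast secreted proteins, 0.574 for stromal genes and 0.315 for the others named. Genes of other embryonic lineages fell too. Of 8 epiblast genes 6 were lower and none was higher, with a median log2 fold change of -3.66. Of 21 hypoblast and endoderm genes 15 were lower and 4 higher, with a median of -2.82. The adjusted p of these 2 lists was 0.0111 and 0.00314 from camera with the preset correlation, and 0.315 and 0.393 with an estimated one. In total 10495 genes were DEGs, 5517 higher and 4978 lower in EM. The balance moved with the processing. With a filter of at least 10 counts summed over the libraries, 8793 were higher and 5101 lower, or 9287 and 4839 with no filter beyond 1 count. DESeq2, the paper's test, gave 5950 higher and 4764 lower, and RLE factors gave 5863 and 4528. Leaving out N replicate S52 gave 5931 and 4173, while leaving out N replicate S62 gave 5439 and 4869. The EM and N libraries did not overlap in 4889 of the 10495, where chance gives 0.0400% of genes.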

### 2.7 Analysis of RNA-Seq data

The differentially expressed genes (DEGs) from RNA-Seq data were submitted into Ingenuity Pathway Analysis software (IPA; Qiagen) to gain additional biological insight into patterns of gene expression. The core analysis of the data used p < 0.001 and ±2 log2-fold change equivalent to a ±4-fold change in DEGs.

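At an unadjusted p under 0.001 and a log2 fold change of at least 2 in either direction, 3838 genes differed, 2949 higher and 889 lower in EM, from edgeR's quasi-likelihood test. Among genes with at least 5 CPM in the higher group and no overlap between the groups, and without those named only by a LOC number, the 10 largest rises included the immunoglobulin genes IGHG1, IGCGAMMA and IGLL1, the immunoglobulin pseudogene BTIGGHB, the B cell gene MS4A1 and the globin HBB, together with CCL16, a chemokine, CLEC12A, F13A1 and FGL2. IGHG1 reached 20787 CPM in EM replicate S49, lay between 44.7 and 893 CPM in the other EM conceptuses, and was at most 6.36 CPM in N conceptuses. HBB was highest in EM replicate S58, at 257 CPM. CCL16 had no count in any N conceptus and averaged 18.4 CPM in EM, at least 1035-fold higher than the level that 3 counts over the N group would give. Under the same limits of level, overlap and name, the 10 largest falls were PRTG, FOXI3, LMX1B, SLCO2A1, SLC6A11, ABCC2, SLC9A3, RUM1, HIC2 and ARSI. SLC9A3, a sodium and proton exchanger, averaged 4.94 CPM in EM and 87.1 CPM in N (log2 fold change -4.16, standard error 1.01, adjusted p = 0.00179 from edgeR). SLCO2A1, a prostaglandin transporter, fell by 4.39 on the log2 scale. ABCC2, an export pump for organic anions, fell by 4.25 on the log2 scale. At the limits that Fig. 1 gives, a log2 fold change of at least 1.5 and an adjusted p of at most 0.05, 5996 genes differed. With at least 10 counts required in every library, 1481 genes passed the first limits, and with at least 10 counts summed over the libraries 5314 did, 4465 higher and 849 lower, or 5497 with no filter beyond 1 count, 4665 higher and 832 lower. The 889 lower genes became 471 without EM replicate S51, 484 without S53, 535 without S49, 605 without S58, 818 without S61 and 1424 without S55. They became 612 to 669 without N replicate S50, S52, S54, S56, S57, S59 or S60, and 842 and 838 without N replicates S62 and S63. The fall was thus of similar size whichever of many N replicates was left out, so it does not mark single libraries. Among all DEGs, leaving out N replicate S50 also shifted the balance, with 5814 higher and 4222 lower against 5517 and 4978. With RLE factors and all libraries, the first limits gave 3105 higher and 743 lower. Why the balance shifted was not tested. The paper took its candidate genes for SNP discovery from its own DEGs and from published association studies.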

### 2.8 Identification of candidate SNPs within genes

After collecting and processing conceptuses for RNA Seq and aligning their sequences to the bovine reference genome, the Qiagen CLC Genomics Workbench software (version 20.0.1; https://digitalinsights.qiagen.com) was used to identify SNPs within the conceptus RNA-Seq data. The SNP discovery entailed four steps. In the first step, genes with SNPs were selected based on (a) association with reproductive and fertility traits in published genome-wide association studies such as GWAS-SNP (Cochran et al., 2013a; Cochran et al., 2013b; Ortega et al., 2017) or QTLdb (Supplementary Table S3), and (b) DEGs that were identified in the conceptuses of the initial group of Holstein cows using IPA. 

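All 14 genes of Table 1 differed between EM and N conceptuses, 8 higher and 6 lower in EM, at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and all 14 did so when adjusted over the list alone. The study chose this list on these samples, so the count is not independent evidence. The largest rises were in immune genes. UBD, a ubiquitin-like modifier, averaged 150 CPM in EM and 1.43 CPM in N (log2 fold change 6.69, standard error 0.97, adjusted p = 2.79e-05 from edgeR). BOLA-DMB, a chain of the class II peptide loading complex, averaged 152 CPM in EM and 3.39 CPM in N (log2 fold change 5.47, standard error 1.09, adjusted p = 3.98e-04 from edgeR). Among N conceptuses, replicate S50 had the highest values of both genes, at 9.64 CPM of UBD and 23.4 CPM of BOLA-DMB. BLA-DQB and BOLA-NC1 had log2 fold changes of 5.59 and 5.61, and reads of BOLA genes can be shared between copies. Leukocyte markers were higher in the same EM conceptuses, among them CD79A with a log2 fold change of 6.06 and FCER1G with 5.21. DECR1, an enzyme of fatty acid beta-oxidation, had a log2 fold change of 2.92, IFNGR1 one of 2.40, HSD17B7 one of 2.23 and CAST one of 1.47.
DSC2, a desmosomal cadherin, averaged 64.9 CPM in EM and 312 CPM in N (log2 fold change -2.27, standard error 0.25, adjusted p = 4.27e-06 from edgeR). FASN, the fatty acid synthase, averaged 186 CPM in EM and 636 CPM in N (log2 fold change -1.77, standard error 0.34, adjusted p = 2.64e-04 from edgeR). ACAT2 fell by 2.49 on the log2 scale and MRPL48 by 1.00. The smallest differences were in UMPS, which makes uridine monophosphate, with a log2 fold change of -0.91 (adjusted p = 0.00211 from edgeR), and in SREBF1, a transcription factor of lipid synthesis, with -0.76 (adjusted p = 0.00819 from edgeR). The EM and N values of UMPS and SREBF1 overlapped, while those of the other 12 genes did not. With at least 10 counts required in every library, 9 of the genes were called, 4 higher and 5 lower. UBD and BOLA-DMB, each at 0.0955 CPM in N replicate S63, do not pass that filter and were not tested under it. Nor do BLA-DQB and BOLA-NC1, at 0.143 and 0.334 CPM in S63. All 6 lower genes pass it, the lowest value being 6.71 CPM of MRPL48 in EM replicate S58. A lower gene thus lost its call while tested, and which one is not given here.

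**Figure D1:**
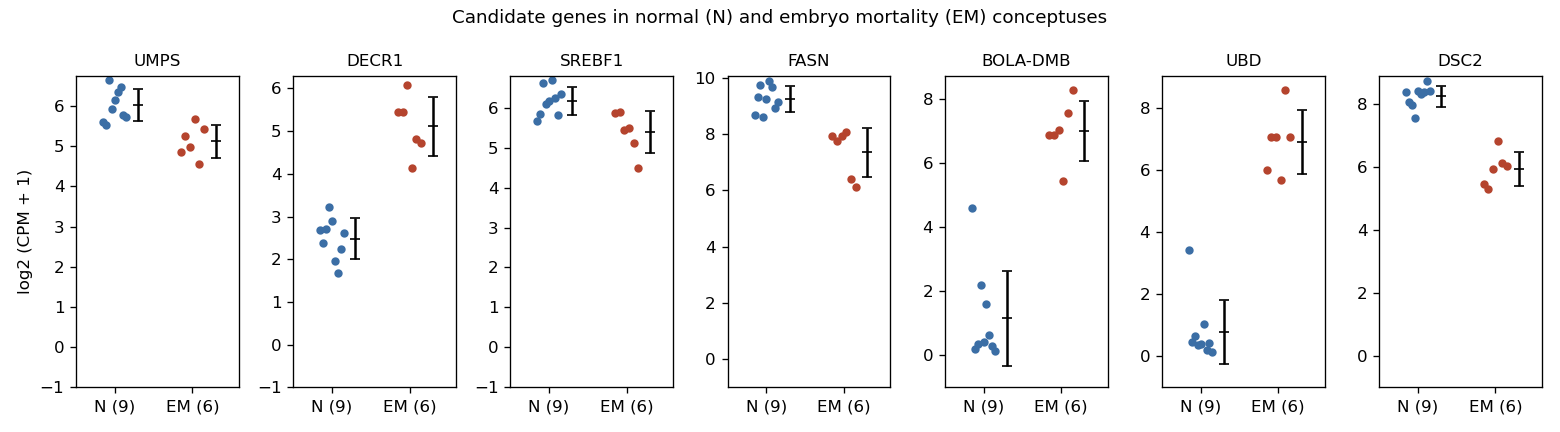
Level of 7 candidate genes in each conceptus, as log2 of CPM plus 1 on the vertical axis. Each point is 1 conceptus, N (n = 9) in blue and EM (n = 6) in red, and the bars give the mean and SD; the groups do not overlap in DECR1, FASN, BOLA-DMB, UBD and DSC2.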

The second step filtered genes identified in step one by selecting only those genes that were statistically significant in the conceptus RNA-Seq data. The third step separated SNPs into one of two groups: diagnostic (only individuals from one type of pregnancy [N or EM] were used to calculate the frequency of a genotype) or non-diagnostic (individuals from both types of pregnancies [N and EM] were used to calculate the frequency of a genotype). The fourth step consisted of (a) evaluating the function of each gene with SNPs, the region within a gene (i.e., non-synonymous), and the functional classification of SNPs (i.e., missense) via Ensembl Variant Effect Predictor, (b) conducting Sorting Intolerant From Tolerant tool analyses (McLaren et al., 2016) that predicted amino acid substitution affecting protein function by evaluating SNP values (0.0–1.0; closer to zero was predicted to have a significant effect in protein function), (c) verifying if the SNP location within the gene was near (5 centimorgan = 5 million nucleotides) a region/SNP previously associated with a reproductive or fertility trait in the Cattle quantitative trait loci (Cattle QTL; (Hu et al., 2022)) database, and (d) verifying the expression in Log2 fold changes of DEGs with candidate SNPs and their adjusted p-values (<0.05) within the conceptus RNA-Seq data.

### 2.9 Enrollment and collection of records

The SNPs identified in the conceptus RNA-Seq data from the initial lactating multiparous Holstein cows (n = 15) needed to be validated. A separate group of lactating primiparous Holstein cows (n = 500) were randomly enrolled in the study at a dairy milking approximately 9,790 cows. Data of interest were divided into three categories. The first category consisted of health traits that were divided into two sub-categories: reproductive disease (mastitis, metritis, endometriosis, and pyometra) or non-reproductive (lameness, respiratory, digestive, and ketosis). Sub-categories of health traits were recorded on the date of incidence, number of incidences, and type of incidence (0: disease absence or 1: presence of disease) that occurred at or before 60 days of milk (DIM). The second category was comprised of reproductive trait data that were collected after their first calving and up to four artificial inseminations (AIs), which included age (days) at first calving, breeding, conception, and calving date of second pregnancy, season (warm season: June to September or cool season: October to May) that cow was bred and calved, sire identification used for artificial insemination (AI), AI technician identification, number of AI services, pregnancy outcome (pregnant or non-pregnant) and pregnancy loss (0: no pregnancy loss or 1: pregnancy loss; recorded as an abortion after conception). The third category encompassed production traits that were divided into predicted first lactation milk production at 305 DIM, culling of a cow (0: no culling or 1: culling), reason for culling, date of culling, and unit in which cow was housed (location 1 or location 2).

### 2.10 Blood collection

Blood was collected from the tail vein using evacuated tubes containing K2 EDTA (Vacutainer, Becton Dickinson, Franklin Lakes, NJ) while cows were restrained with individual headlocks. Blood samples were placed on ice for transport to the Animal Reproduction and Biotechnology Laboratory facility at Colorado State University. Upon arrival, samples were centrifuged for 30 min at 2,500 rpm to separate blood components. The buffy coat was extracted, placed in a 1.5 mL microcentrifuge tube, suspended up to 1 mL in 1× phosphate-buffered saline, and stored at −20C.

### 2.11 DNA isolation

Genomic DNA was extracted from the buffy coat using the Qiagen DNeasy Blood and Tissue Kit (Cat. No. 69504) according to the manufacturer’s protocol. Sample purity and quality were quantified using a NanoDrop 2000 Spectrophotometer (Thermo Scientific, manufacture: ND2000USCAN) and dividing the absorbance’s wavelength reading, absorbance260 over absorbance280. Values of 2.0 were considered high-quality DNA samples.

### 2.12 Design of custom SNP genotyping panel

A custom SNP genotyping panel for candidate SNPs was designed using the Agena Plex panel (MassARRAY System with 96-well plates) from Neogen^®^ (Lansing, Michigan), which consisted of four steps conducted by Neogen^®^. The first step was providing a list of candidate SNPs with reference identification (RSID) and location of the SNP (150 base pairs up- and down-stream sequence). The second step involved conducting an *in silico* assay design to verify the efficiency and robustness of the assay based on the percentage of SNPs without overlap (less than 150 base pairs) of other SNPs. The SNPs that overlapped were separated into different panels. The third step tested the custom candidate SNP primers for robustness/efficiency by genotyping a subset of the primiparous Holstein cow samples (n = 24). The final step consisted of an optimized panel to genotype the remaining samples (n = 476). Thus, all primiparous Holstein samples (n = 500) were genotyped to validate the candidate SNPs.

### 2.13 Quality control pipeline for candidate SNPs

Candidate SNPs were filtered after all primiparous Holstein samples (n = 500) were genotyped. The candidate SNPs that were not in minor allele frequency (MAF) of >10% and/or were monomorphic were eliminated from the study. The remaining candidate SNPs were evaluated by creating a five-step quality control pipeline implemented using PLINK software (version 1.07, (Purcell et al., 2007). The first step removed SNPs with 20% missing genotypes. The second step removed individual animals that were not genotyped for 10% of candidate SNPs. The third step removed candidate SNPs not in Hardy–Weinberg equilibrium at a level of significance above 1e−15. The fourth step evaluated the remaining candidate SNPs (Table 1) for linkage disequilibrium via r^2^ and d′ (Supplementary Table S1). The final step identified tag SNPs (Table 2; Figure 2). If more than one tag SNP was identified for a group of SNPs, the tag SNP was selected based on having the highest r^2^ and d′ values (i.e., strongest relationship to the group of SNPs). Additional animals were removed from the study due to missing reproductive (breeding date, calving of cow, and dystocia score) and production trait (predicted milk yield for 305 DIM during cow’s first lactation) data. Thus, the total number of observations used for the statistical models of the study represented 466 cows.

**TABLE 1:** Candidate single-nucleotide polymorphisms (SNPs; *n* = 23) that were non-monomorphic and passed the quality control pipeline using PLINK software in primiparous lactating Holstein cows (*n* = 466).

Gene	RSID^1^	CHRM^2^	SNP Location	Genotype	n	MAF^3^	HWE^4^
*UMPS*	rs110953962	1	69148086	C/T	463	0.29	0.8
*HSD17B7*	rs110828053	3	6635945	C/T	464	0.19	0.5
*CAST*	rs110914810	7	96152634	C/G	466	0.38	1
*IFNGR1*	rs109049057	9	75092093	C/T	466	0.29	0.3
*ACAT2*	rs109967779	9	96041211	A/G	464	0.40	0.6
*DECR1*	rs41580472	14	73708561	C/T	465	0.27	0.9
*MRPL48*		15	53332881	A/G	466	0.48	0.5
*SREBF1*	rs41912290	19	34646676	C/T	465	0.40	0.6
*FASN*	rs41919985	19	50793357	A/G	433	0.29	1.2e^-05^
*BOLA-DMB*	rs109032590	23	7249490	C/T	464	0.30	0.7
*BLA-DQB*	rs109291107	23	25674287	A/G	409	0.20	2e^-13^
*BOLA-NC1*	rs382125666	23	28551269	A/C	401	0.22	2.68e^-06^
*UBD*	rs209518868	23	29119086	A/G	465	0.11	0.007
*UBD*	rs109295136	23	29119334	A/G	400	0.42	3e^-06^
*DSC2*	rs109300814	24	26043125	A/C	463	0.45	3.4e^-12^
*DSC2*	rs210995078	24	26048022	A/G	466	0.45	1
*DSC2*	rs211151260	24	26050992	A/G	466	0.36	0.3
*DSC2*	rs385100256	24	26057277	C/G	466	0.36	0.3
*DSC2*	rs109503725	24	26057282	C/T	466	0.45	1
*DSC2*		24	26060104-5	AA/GT	459	0.44	0.8
*DSC2*	rs109278906	24	26060155	A/T	463	0.44	1
*DSC2*	rs110651429	24	26060157	C/T	464	0.44	0.9
*DSC2*	rs210416248	24	26063437	A/G	466	0.36	0.3

^1^RSID, reference SNP identification; 2CHRM, chromosome; 3MAF, minor allele frequency; 4HWE, Hardy–Weinberg equilibrium.

**TABLE 2:** Candidate single-nucleotide polymorphisms (SNPs; *n* = 8) with a tag SNP using PLINK software in primiparous lactating Holstein cows.

Gene	RSID^1^	CHRM^2^	SNP location	Tag SNP	Tag SNP RSID	Tag SNP location
*DSC2*	rs210995078	24	26048022	*DSC2*	rs109278906	26060155
*DSC2*	rs109503725	24	26057282	*DSC2*	rs109278906	26060155
*DSC2*	rs110651429	24	26060157	*DSC2*	rs109278906	26060155
*DSC2*		24	26060104-5	*DSC2*	rs109278906	26060155
*DSC2*	rs385100256	24	26057277	*DSC2*	rs211151260	26050992
*DSC2*	rs210416248	24	26063437	*DSC2*	rs211151260	26050992
*DSC2*	rs210995078	24	26048022	*DSC2*	rs109278906	26060155

RSID^1^, reference SNP identification; CHRM^2^, chromosome. *DSC2*, desmocollin-2.

**FIGURE 2:**
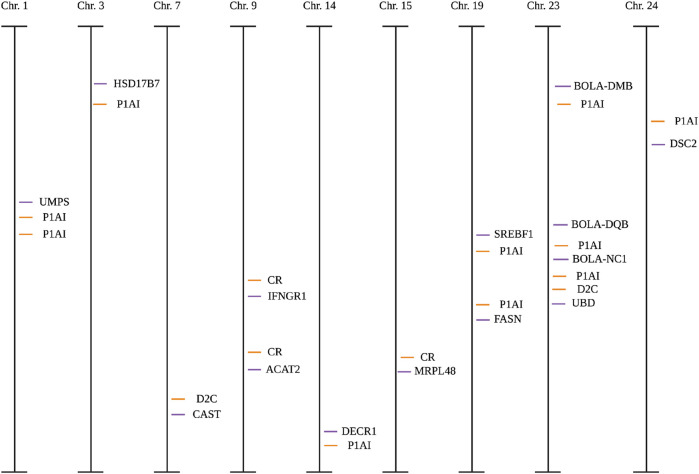
Candidate single-nucleotide polymorphisms (SNPs) and published SNPs associated with quantitative trait loci (QTL, orange lines) within fertility for each chromosome (Chr) in Holstein cows. CR, conception rate; D2C, days to conception; P1AI1, pregnant at first artificial insemination. Orange lines represent published SNPs associated with quantitative trait loci; purple lines represent candidate SNPs. Created with Biorender.com.

### 2.14 Statistical analysis

Genotype-phenotype statistical association models were evaluated for services per conception, age at first calving, days to conception, days to first AI, pregnant at first AI, pregnant at 150 DIM, and pregnancy loss (Table 3). The independent variables included within each model were genotypes, reproductive disease, non-reproductive disease, and housing unit. Each of the reproductive traits used as models was evaluated for mean, standard deviation, minimum, and maximum via the means procedure of SAS (SAS, 2023) (Table 4). Continuous numeric traits (services per conception, age at first calving, days to conception, and days to first AI) and binary models (i.e., 1: event occurred or 0: event did not occur; pregnant at first AI, pregnant at 150 DIM, and pregnancy loss) were evaluated for statistical significance with and without a single genotype term from candidate SNPs by using the generalized linear model-one way ANOVA or logistic regression, respectively. The r^2^ was calculated using McFadden’s r squared, which is calculated by the proc glm command and evaluated with and without the genotype term to demonstrate the amount of variation explained by the model’s inputs. Only statistically significant models with a single genotype term from candidate SNPs were evaluated using the means separation test within LSMEANS, which included the Bonferroni adjustment for p-values to minimize false discovery error from the mixed procedure (Weir, 2001). Interactions between genotype terms and other fixed effects were also evaluated but only among those sharing the same reproductive trait model. Furthermore, we evaluated the effect of genotype additive and dominance allele effects on candidate SNPs (Luna-Nevarez et al., 2011). Linear and quadratic contrasts were executed to confirm or reject such additive or dominant allele effects. Statistical procedures were conducted in SAS OnDemand for academic software, and statistical significance was defined as P ≤ 0.05.

**TABLE 3:** Basic model, and qualitative and quantitative covariate class variables used to predict the categorical traits.

Statistical model
Y_ijklm_ = μ + genotype_i_ + age at first calving_j_ + reproductive disease_k_ + non-reproductive disease_l_ + housing unit_m_ + e_ijklm_

^c^ ^a^Y_ijkmqr_ = qualitative trait (services per conception_b_, age at first calving_b_, days to conception_b_, days to first AI_b_, pregnant at first AI_c_, pregnant at 150 DIM_c_, or pregnancy loss_c_) for the *r*th cow in the (i, j, k, l, m)th cell; μ, general mean for the reproductive trait; genotype_i_, fixed effect of genotypes; age at first calving_j_, covariate effect of the age at first calving; reproductive disease_k_, fixed effect of the reproductive disease; non-reproductive disease_l_ , fixed effect of the non-reproductive disease; housing unit_m_, fixed effect of the housing unit; e_ijklm_, random error term. ^b^Non-binary models that were evaluated with GLM one-way ANOVA.^C^Binary models that were evaluated with logistic regression.

**TABLE 4:** Summary statistics for study populations, including MEANS, GLM^a^, and Logistic^b^ for conception, age at calving, and pregnancy in primiparous lactating Holstein cows.

Trait	n	Mean +SD^1^	Min^2^	Max^3^	p-value	X^2^ test p-value
Services per conception^a^	466	3.8 ± 2.8	1	13	0.001*	
Age at first calving, days^a^	466	751.2 ± 62.1	560	993	0.1	
Days to conception^a^	417	159.2 ± 102.5	45	579	0.0105*	
Days to first AI^a^	466	75.7 ± 32.4	37	266	<0.0001*	
Pregnant at first AI^b^	466	0.2 ± 0.4	0	1		0.1
Pregnant at 150 DIM^b^	466	0.5 ± 0.5	0	1		0.008*
Pregnancy loss^b^	466	0.07 ± 0.2	0	2		0.6

^a^ Non-binary models that were evaluated with GLM one-way ANOVA.

^b^ Binary models that were evaluated with logistic regression. *Models that were statistically significant (P≤ 0.05) without genotype term. SD1 = standard deviation; Min2 = minimum; Max3 = maximum. AI, artificial insemination; DIM, days in milk.

## 3 Results

### 3.1 Quality control pipeline for candidate SNP

Sixty-nine candidate SNPs were discovered within the RNA-Seq data of EM compared to N conceptuses from a multiparous population of Holstein cows (n = 15). All candidate SNPs were validated in a separate population of primiparous Holstein cows (n = 500). Only 30 of the 69 candidate SNPs were in MAF and were non-monomorphic. The remaining candidate SNPs were evaluated through a five-step quality control pipeline using PLINK software. The final number of candidate SNPs and individual animals for this study were 23 and 466, respectively (Table 1). Eight of the 23 candidate SNPs were in linkage disequilibrium via r^2^ and d′ (Supplementary Table S1), and two within the DSC2 gene were identified as tag SNPs (Table 2; Supplementary Figure S1).

### 3.2 Statistically associated SNPs

All candidate SNPs were in proximity (<5 centimorgans) of at least one SNP associated with fertility traits reported in the Cattle QTL database (Figure 2). All models were evaluated for reproductive traits with single genotype terms and nine instances that differed (p < 0.05; Table 6; Supplementary Table S2; Figure 3). The R^2^ of a model was greater when the genotype term was significant (p < 0.05; Table 5).

**FIGURE 3:**
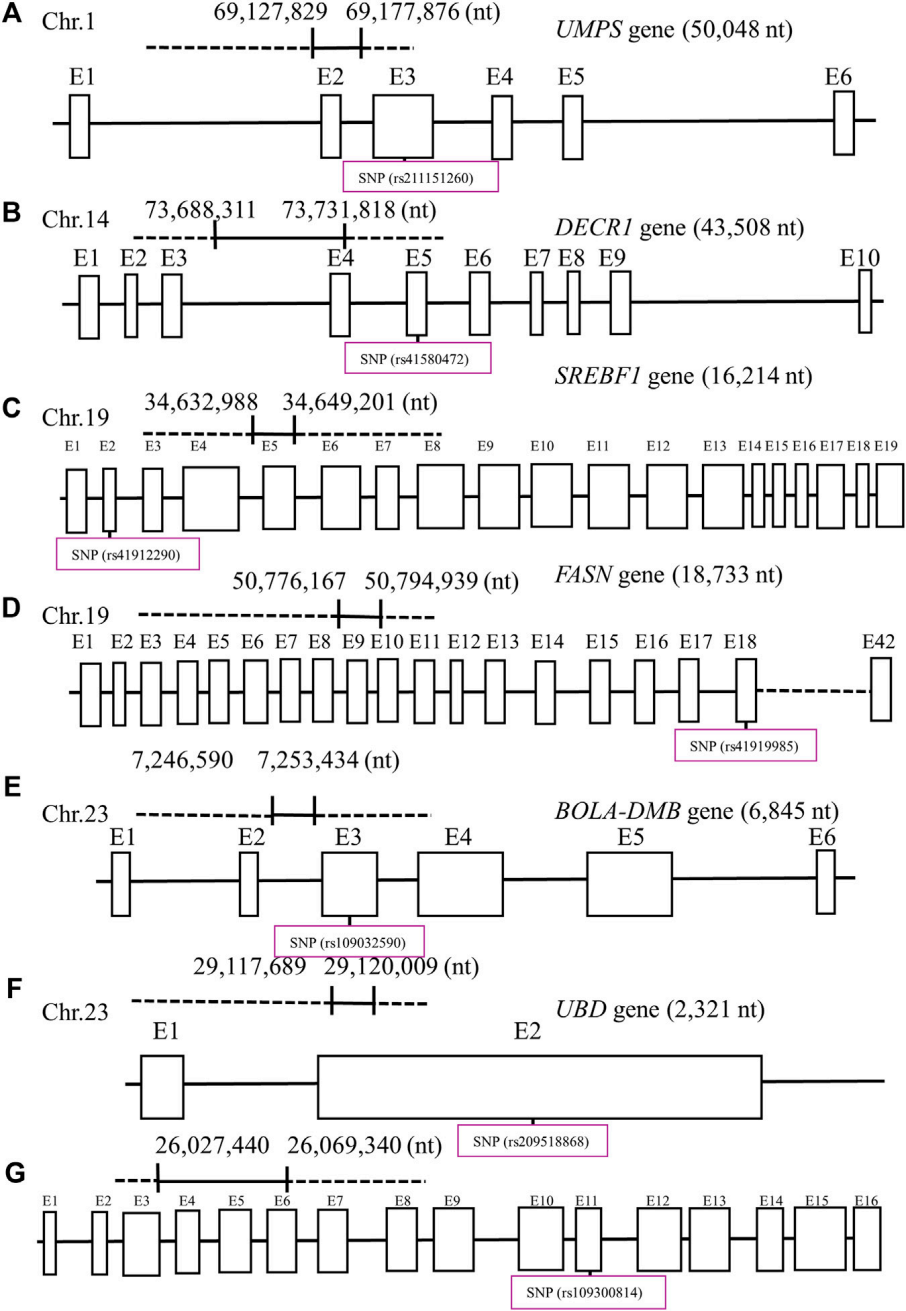
Seven potential functional single-nucleotide polymorphisms (SNPs) within exons (E) and nucleotide (nt) position in each gene: **(A)** uridine monophosphate synthetase (*UMPS*), **(B)** 2,4-dienoyl-CoA reductase 1 (*DECR1*), **(C)** sterol regulatory element-binding transcription factor 1 (*SREBF1*), **(D)** fatty acid synthetase (*FASN*), **(E)** major histocompatibility complex, class II, DM beta (*BOLA-DMB*), **(F)** ubiquitin d (*UBD*), and **(G)** desmocollin-2 (*DSC2*) in their designated chromosome (Chr) for Holstein cows. Created with Biorender.com.

**TABLE 5:** Summary of R^2^ of the model without and with potential functional candidate single-nucleotide polymorphisms (SNPs; n = 7) in primiparous lactating Holstein cows.

Trait	Gene	RSID^1^	n	R^2^ without SNP	*p*-value	n	R^2^ with SNP	*p*-value
Age at first calving, days	*DSC2*	rs211151260	466	0.01	0.1	466	0.02	0.04*
Days to conception	*SREBF1*	rs41912290	417	0.03	0.01*	416	0.04	0.003*
	*UBD*	rs209518868	417	0.03	0.01*	416	0.05	0.001*
Days to first AI	*SREBF1*	rs41912290	466	0.06	<0.0001*	465	0.08	<0.0001*
	*UMPS*	rs110953962	466	0.06	<0.0001*	463	0.07	<0.0001*
Pregnant at first AI	*DECR1*	rs41580472	466	0.01	0.1042	465	0.03	0.02*
	*FASN*	rs41919985	466	0.01	0.1042	433	0.03	0.01*
Pregnant at 150 DIM	*SREBF1*	rs41912290	466	0.02	0.008*	465	0.04	0.001*
	*BOLA-DMB*	rs109032590	466	0.02	0.008*	464	0.04	0.002*

*Candidate SNPs that were statistically significant (p < 0.05) within models. RSID^1^, reference SNP identification; AI, artificial insemination; DIM, days in milk. DSC2, desmocollin-2; SREBF1, sterol regulatory element-binding transcription factor 1; UBD, ubiquitin d; UMPS, uridine monophosphate synthetase; DECR1, 2, 4-dienoyl-CoA reductase 1; FASN, fatty acid synthetase; BOLA-DMB, major histocompatibility complex, class II, DM beta.

Cows that were older at first calving were associated with carrying an A allele in the desmocollin-2 (DSC2; rs211151260; Table 6) SNP. Meanwhile, cows that carried a T allele e in sterol regulatory element-binding transcription factor 1 (SREBF1; rs41912290) or a G allele in ubiquitin d (UBD; rs209518868; Table 6) were associated with having longer intervals to become pregnant after calving. Cows might experience such intervals due to reproductive diseases impacting the health of the animal, the unit in which cows were housed, or their interactions, but that was not the case for both the SREBF1 and UBD SNPs. Moreover, no interactions were found between the SREBF1 and UBD SNPs. For the SNPs of uridine monophosphate synthetase (UMPS; rs110953962) and SREBF1 (rs41912290), cows that carried a T allele were associated with being AI’d later than other cows (Table 6). For both models, age and reproductive diseases were significant (p < 0.001). Age and disease interactions between UMPS or SREBF1 SNPs were not different in days to first AI. Cows associated with being less likely to become pregnant at first AI had a C allele in 2, 4-dienoyl-CoA reductase 1 (DECR1; rs41580472) or an A allele in fatty acid synthetase (FASN; rs41919985; Table 6). No differences were observed for other variables except for the genotype term of the DECR1 and FASN SNPs (p < 0.05). In addition, interactions (p < 0.05) were found between the DECR1 and FASN SNPs. Cows were less likely to become pregnant before or at 150 DIM with a T allele in SREBF1 (rs41912290) or in the major histocompatibility complex, class II, DM beta (BOLA-DMB; rs109032590; Table 6) when compared to those that had at least one C allele. No differences were found for variables except for the genotype terms of SREBF1 and BOLA-DMB SNPs (p < 0.05). Interactions (p < 0.01) were also found between the SREBF1 and BOLA-DMB SNPs in pregnant cows at 150 DIM.

**TABLE 6:** Least square means ± standard error for fertility traits among genotypes within genes with candidate single-nucleotide polymorphisms (SNPs) in primiparous lactating Holstein cows.

Trait	Gene	RSID^1^	n	Allele combination		
Age at first calving, days	*DSC2*	rs211151260	466	AA: 761.9 ± 8.7	AG: 757.8 ± 5.7	GG: 744.1 ± 5.7
Days to conception	*SREBF1*	rs41912290	416	CC: 176.3 ± 10.9	CT: 162.5 ± 10.09	TT: 197.7 ± 14.04
	*UBD*	rs209518868		AA: 173.1 ± 9.008	AG: 175.7 ± 12.5	GG: 481.83 ± 101.2
Days to first AI	*SREBF1*	rs41912290	465	CC: 80.08 ± 3.1	CT: 80.5 ± 2.8	TT: 91.4 ± 3.9
	*UMPS*	rs110953962	463	CC: 83.01 ± 2.7	CT: 79.2 ± 3.04	TT: 93.03 ± 5.3
Pregnant at first AI	*DECR1*	rs41580472	465	CC: 0.2 ± 0.03	CT: 0.2 ± 0.04	TT: 0.4 ± 0.07
	*FASN*	rs41919985	433	AA: 0.01 ± 0.09	AG: 0.2 ± 0.03	GG: 0.1 ± 0.04
Pregnant at 150 DIM	*SREBF1*	rs41912290	465	CC: 0.4 ± 0.04	CT: 0.4 ± 0.04	TT: 0.3 ± 0.06
	*BOLA-DMB*	rs109032590	464	CC: 0.4 ± 0.04	CT: 0.5 ± 0.04	TT: 0.3 ± 0.08

*Candidate SNPs that were statistically significant (p < 0.05) within models. RSID^1^, reference SNP identification; AI, artificial insemination; DIM, days in milk. DSC2, desmocollin-2; SREBF1, sterol regulatory element-binding transcription factor 1; UBD, ubiquitin d; UMPS, uridine monophosphate synthetase; DECR1, 2, 4-dienoyl-CoA reductase 1; FASN, fatty acid synthetase; BOLA-DMB, major histocompatibility complex, class II, DM beta.

All of the potential functional SNPs were non-synonymous and classified as missense. Three of the seven potential functional SNPs were predicted to influence the protein function of the gene (p < 0.05; Table 7). All seven potential functional SNPs had an additive effect (p < 0.05) due to a linear trend observed when the genotype term was a fixed effect within the model (Table 8). Conversely, the DSC2 and SREBF1 SNPs had allele substitution effects (p < 0.05; Table 8), while only the DECR1 SNP tended (p < 0.10; Table 8) to yield differing levels among genotypes. Cows with allele G in DSC2 (p < 0.05) had a 10-day decreased age at first calving (Table 8). Meanwhile, cows with a C allele in SREBF1 impaired the trait level and had a 6% decreased (p < 0.05) probability of becoming pregnant at 150 DIM (Table 8).

**TABLE 7:** Variant effect predictor analysis for SNPs within genes with candidate single-nucleotide polymorphisms (SNPs) in primiparous lactating Holstein cows.

Coding region	Type of SNP	Gene	RSID^1^	Exon	Codon change	Amino acid change	SIFT
Non-synonymous	Missense	*DSC2*	rs211151260	11	**G**AA/**A**AA	**E**/**K**	0.01*
		*SREBF1*	rs41912290	2	C**C**T/C**T**T	**P**/**L**	0.03*
		*UBD*	rs209518868	2	A**A**G/A**G**G	**K**/**R**	0.4
		*UMPS*	rs211151260	3	**C**GT/**T**GT	**R**/**C**	0.01*
		*DECR1*	rs41580472	5	**A**TA/**G**TA	**I**/**V**	0.06
		*FASN*	rs41919985	18	**A**CC/**G**CC	**T**/**A**	0.7
		*BOLA-DMB*	rs109032590	3	**A**TC/**G**TC	**I**/**V**	0.5

*Candidate SNPs that were statistically significant (p < 0.05) within models. RSID^1^, reference SNP identification. DSC2, desmocollin-2; SREBF1, sterol regulatory element-binding transcription factor 1; UBD, ubiquitin d; UMPS, uridine monophosphate synthetase; DECR1, 2, 4-dienoyl-CoA reductase 1; FASN, fatty acid synthetase; BOLA-DMB, major histocompatibility complex, class II, DM beta.

**TABLE 8:** Allele substitution estimates and fixed effect estimates of additive and dominance of the genes with candidate single-nucleotide polymorphisms (SNPs) in primiparous lactating Holstein cows.

Trait	Gene	n	Allele substitution effects			Fixed effects		
			p-value^a^	Estimate^b^	SE^1^	p-value^c^	Additive effect^d^	Dominant effect^e^
A1C, days	*DSC2*	466	0.01*	−10.09	4.1	0.03*	8.9	748.9
D2C	*SREBF1*	416	0.4	5.8	7.2	0.04	10.7	151.8
	*UBD*	416	0.4	9.7	11.7	0.01	308.7	132.9
D21AI	*SREBF1*	465	0.02*	4.7	2.08	0.01*	5.6	74.8
	*UMPS*	463	0.5	1.2	2.2	0.04	5.01	74.2
P1AI	*DECR1*	465	0.05	0.06	0.03	0.01	0.1	0.1
	*FASN*	433	0.7	−0.01	0.03	0.01	0.08	0.1
P150 DIM	*SREBF1*	465	0.04*	−0.06	0.03	0.01*	0.08	0.1
	*BOLA-DMB*	464	0.3	0.03	0.03	0.04	−0.07	0.07

^a^p-values obtained from allele substitution analysis in SAS, which included the term genotype as a covariate. ^b^Estimates of the effect expressed in units of the traits. ^c^Bonferroni corrected p-values for fixed effects were obtained from the substitution of favorable allele analysis, which included the genotype term as a fixed effect. ^d^Additive effect was estimated as the difference between the two homozygous genes means divided by 2. ^e^Dominant effect was calculated as the deviation of the heterozygous genes from the mean of the two homozygous. *Candidate SNPs that were statistically significant (p< 0.05) within models. SE^1^ = standard error. AIC, age at first calving; D2C, days to conception; D21AI, days to first artificial insemination; P1AI, pregnant at first artificial insemination; P150DIM, pregnant at 150 days in milk. DSC2, desmocollin-2; SREBF1, sterol regulatory element-binding transcription factor 1; UBD, ubiquitin d; UMPS, uridine monophosphate synthetase; DECR1, 2, 4-dienoyl-CoA reductase 1; FASN, fatty acid synthetase; BOLA-DMB, major histocompatibility complex, class II, DM beta.

## 4 Discussion

### 4.1 Functional SNPs

The discovery of functional SNPs could contribute to improving breeding value estimation and genetic improvement of Holstein cows despite the low heritability of fertility traits. Improvement of these strategies could also have a direct impact on the economic efficacy and culling practices of the dairy industry (Pryce et al., 1997; Inchaisri et al., 2010). Among the seven reproductive traits (services per conception, age at first calving, days to conception, days to first AI, pregnant at first AI, pregnant at 150 DIM, and pregnancy loss) that were evaluated in this study, five SNPs may be expected to change amino acids and, based on the substitution effects, could be predicted to be damaging to protein function. Additional biochemical research into these proteins is needed to fully understand how these SNPs influence the variance of these traits.

Identification of at least one QTL associated with fertility traits was found in proximity to this study’s candidate SNPs. Others have shown that QTL has an association with causing an effect over nearby SNPs that control similar traits (Khatkar et al., 2004; Daetwyler et al., 2008). When conducting genotype-to-phenotype association studies, SNPs that are associated with QTL(s) may be helpful when implemented into breeding programs to improve the prediction of traits of low heritability (Spelman and Garrick, 1997; Van Tassell et al., 1999; Abdel-Azim and Freeman, 2002).

All candidate SNPs that were statistically significant (p < 0.05) within the models demonstrated a larger R^2^ value (Table 5). The optimum age of cows at first calving averages between 23 and 24 months because of the cost of rearing replacement heifers in dairy herds (Heinrichs, 1993; Hoffman, 1997; Gabler et al., 2000; Tozer and Heinrichs, 2001; Boulton AC, 2015). In the context of this study’s DSC2 SNP, cows with the G allele were older during their first calving. The DSC2 gene is known for its role in cell junction and adhesion (Lewin et al., 2022); therefore, it has been studied for its potential role in the development and function of bovine embryos via compaction and cavitation (Wrenzycki et al., 2001). The DSC2 SNP has only been studied in an Iranian *Bos taurus* breed, and no associations to age at first calving were identified in Holstein cows. Only a different SNP within DSC2 has been associated with fertility traits of daughter pregnancy rate in Holstein cows (Cochran et al., 2013a).

The interval of conception after calving is often used as a parameter to determine the reproductive performance of dairy cows (Harman et al., 1996), and, ideally, conception takes place prior to 85 days post calving (Grimard et al., 2006; Tillard et al., 2008). However, the interval for average days of conception after calving is highly dependent on diverse factors such as season (i.e., summer), peripartum disorders (i.e., metritis and endometritis), and cow management (Grimard et al., 2006; Tillard et al., 2008; Siddiqui et al., 2013). Minimizing the number of days that a cow is not pregnant (open) is crucial to decreasing costs (i.e., food, labor, breeding) through increasing culling rates as well as the number of calves and longevity of the animal (González-Recio et al., 2004; Inchaisri et al., 2010; Cabrera, 2014). Within our data, we identified the T allele in SREBF1 and the G allele in UMD SNP as being associated with cows having longer intervals of conception after calving. The SREBF1 gene function has been documented as an important regulator for the transcription of genes that synthesize milk fat and its secretion in the mammary epithelial cells of dairy cows (Harvatine and Bauman, 2006; Ma and Corl, 2012; Oppi-Williams et al., 2013; Li et al., 2014). The SREBF1 SNP discussed in this study has been submitted to the ENSEMBL SNP database and is associated with fatty acid indexes that influence milk fat and protein percentage in Holstein cows (Rincon et al., 2012; Cochran et al., 2013a). Despite this, associations for the SREBF1 SNP and its impact on days to conception have not been reported in Holstein cows. The UMD gene has general roles in DNA replication, recombination and repair, and cell development, assembly, maintenance, survival, and death (Salehi et al., 2016). Other discovered SNPs within UBD have mainly been reported to regulate responses by the immune system (Russell et al., 2012; Thompson-Crispi et al., 2014). Although our study’s UBD SNP has been reported in fourteen different cow and bull populations, no association with days to conception has been made in Holstein cows.

The average days to first AI measure was reported to range from 67 to 84 (Esslemont, 1992; Darwash et al., 1997; Royal et al., 2000; Waldmann et al., 2001; Yusuf et al., 2011), favoring an extension of DIM due to higher conception rates being obtained in later rather than earlier stages of lactation (Dohoo, 1983; Royal et al., 2000; Quintela Arias et al., 2004; Bouchard E, 2008). Our data revealed that cows that carried a T allele for UMPS or SREBF1 SNPs were associated with being AI’d 10 days later than cows who carried at least 1 C allele (Table 7). Studies on the UMPS gene have suggested that it has a role in the synthesis of nucleotides in both DNA and RNA (Healey and Shanks, 1987). Deficiency (inactivation) of UMPs, also known as DUMPs, is an inherited recessive disorder that causes arrested growth and development of pregnancies, which leads to EM in Holstein cows (Shanks and Robinson, 1990; Shanks and Greiner, 1992; Robinson et al., 1993; Kuhn and Shanks, 1994). Furthermore, carriers of DUMPs have been found to remain non-pregnant for longer periods of time (Čítek and Barbora, 2004). Prevention of this condition consists of early detection of defect carriers by screening herds routinely through haplotype tests (VĂTĂŞEscu-Balcan et al., 2006). The UMP SNPs identified herein have only been reported within an Iranian *B. taurus* breed, but no associations have been made to days to first AI in Holstein cows. Likewise, no associations of the SREBF1 SNP identified in this study were made in other studies with days to first AI in Holstein cows.

Pregnancy at first AI, which is similar to the trait of days to conception, depends on the time of year, voluntary waiting period, reproductive/peripartum disorders, and reproductive management (Grimard et al., 2006; Tillard et al., 2008; Siddiqui et al., 2013). It has also been proven that dairy cows serviced more than once have reduced pregnancy rates at first AI (77.3% vs. 35.7%) and a 4.5% decreased probability of becoming pregnant for each previously unsuccessful service (Barrett, 1948; Sprott et al., 1998). Our data suggested that the probability of cows becoming pregnant at first AI was lower when they had a C allele in the DECR1 SNP or an A allele in the FASN SNP. The DECR1 gene acts as a mitochondrial enzyme involved in beta-oxidation that regulates the rate of fatty acid metabolism, which contributes to energy production (Kunau and Dommes, 1978; Wathes et al., 2012). The SNP within DECR1 was associated with an effect on lipid metabolism, milk production, back fat thickness, days to first service, and calving interval in beef cattle (Marques et al., 2009; Clempson et al., 2012). Boussaha et al. (2015) submitted the DECR1 SNP within a GWAS data set, but no other publications have associated this submission with pregnancy at first AI in Holstein cows.

The FASN gene role has been associated with catalyzing the production of long-chain fatty acids and has been evaluated as a candidate for improving fat levels in both milk and muscle of cattle (Roy et al., 2006; Schennink et al., 2009; Matsumoto et al., 2012; Li et al., 2016). The SNP within FASN was found to be associated with lactation traits, composition of fatty acids within milk, and reconstitution of body reserves during gestation (Matsumoto et al., 2012; Elis et al., 2013; Mauric et al., 2019) but not with pregnancy at first AI.

Pregnancy that takes place before or at 150 DIM is contingent on reproductive diseases, detection of estrus, voluntary waiting period, and season (Grimard et al., 2006; Tillard et al., 2008; Siddiqui et al., 2013). Timing when pregnancy occurs in dairy cows is critical in sustaining profitability in the industry (Giordano et al., 2011). Both SREBF1 and BOLA-DMB were found to have SNPs in our data associated with a lower probability of becoming pregnant before or at 150 DIM. In the case of the SREBF1 SNP, no associations with pregnancy at 150 DIM have been made. The BOLA-DMB gene is part of the bovine immune system’s major histocompatibility complex in the class IIb region, and it is responsible for aiding with the loading of peptides in antigen-presenting cells (Pathak et al., 2001; La Rocca et al., 2014). Interestingly, the regulation of BOLA-DMB is different in the endometrium of cows that are pregnant compared to non-pregnant cows (Cerri et al., 2012). Associations for this study’s BOLA-DMB SNP were made for daughter pregnancy rate, cow conception rate, heifer pregnancy rate, and milk yield (Cochran et al., 2013a; Ortega et al., 2016; Ortega et al., 2017; Ortega, 2018) but not specifically to pregnancy at 150 DIM.

For allele substitution and additive effects, cows with the beneficial G allele within DSC2 had improved age of first calving, which decreased by 10 days (Table 8). Eastham et al. (2018) reported that cows that were younger during their first calving had an association with udder health, increased longevity, milk yield, improved reproductive performance, and increased probability of calving for a second time. Cows’ age at first AI was demonstrated to be dependent on the management of the herd and was unique to each individual dairy (Esslemont, 1992; Darwash et al., 1997; Royal et al., 2000; Waldmann et al., 2001; Yusuf et al., 2011). Moreover, it has also been shown that cows had higher conception rates when AI occurs at later stages of lactation (Dohoo, 1983; Royal et al., 2000; Quintela Arias et al., 2004; Bouchard E, 2008). Pregnancy occurring before or at 150 DIM is of importance to sustain profitability within the industry, and it optimally occurs between 90 and 130 DIM (Giordano et al., 2011). Thus, the candidate SNPs associated with pregnant at 150 DIM may somewhat be unique to the reproductive management practices of an organic farm, causing longer times for each lactation cycle (Sorge et al., 2016).

This study validated the SNPs identified within the conceptuses (EM and N) of the initial herd of Holstein cows by using an independent herd through genotype-to-phenotype associations. Validation of candidate SNPs using blood samples to evaluate gene expression of reproductive phenotypes has proven useful for genetic panels/evaluations performed in cattle, such as expected progeny differences, predictive transmissibility, or genomic breeding values (i.e., Clarifide from Zoetis). Therefore, developing breeding values that encompass fertility traits is of great value when predicting the expected fertility of replacement Holstein heifers and cows that should remain in the herd (Weigel, 2006; García-Ruiz et al., 2016).

## 5 Conclusion

Genotype-to-phenotype analysis of 69 candidate SNPs suggested that seven SNPs were associated with fertility traits that are of economic importance within Holstein cows that are reproductively inferior. Additional research should be conducted to determine the utility of these candidate SNPs in genome-enhanced predictive transmissibility abilities estimations and (or) commercial genotyping tools for early life sorting of heifers. Thus, future use of said SNPs might be useful for culling decisions upon validation upon validation if they are predictive.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE233492.

## Abbreviations

AI, artificial insemination; DEG, differentially expressed gene; DIM, days in milk; EM, embryo mortality; N, normal conceptus; MAF, minor allele frequency; RNA-Seq, RNA sequencing; SNP, single-nucleotide polymorphism; QTL, quantitative trait loci.

# Supplementary material for: Identification of candidate SNPs associated with embryo mortality and fertility traits in lactating Holstein cows
**Source:** Front Genet. 2024 Aug 9;15:1409335. doi: 10.3389/fgene.2024.1409335
**Supplement:** Supplementary file 1

| **Supplementary table 1.** Candidate single nucleotide polymorphism (SNP; n= 12 out of 23) that were in linkage disequilibrium (r2 and d’) using PLINK software in primiparous lactating Holstein cows (n=428). | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **SNP A SNP A SNP B SNP B**  **Gene RSID^1^  CHRM^2^ location SNP B RSID location r^2^ d’** | | | | | | | | |  |
| *BOLA-NC1* | rs382125666 | 23 | 69148086 | *UBD* | rs209518868 | 29119086 | 0.00165162 | 0.0737591 | |
| *BOLA-NC1* | rs382125666 | 23 | 69148086 | *UBD* | rs109295136 | 29119334 | 0.0943097 | 0.477845 | |
| *UBD* | rs209518868 | 23 | 29119086 | *UBD* | rs109295136 | 29119334 | 0.104576 | 0.908803 | |
| *DSC2* | rs109300814 | 24 | 26043125 | *DSC2* | rs210995078 | 26048022 | 0.705424 | 1 | |
| *DSC2* | rs109300814 | 24 | 26043125 | *DSC2* | rs211151260 | 26050992 | 0.665203 | 1 | |
| *DSC2* | rs109300814 | 24 | 26043125 | *DSC2* | rs385100256 | 26057277 | 0.665203 | 1 | |
| *DSC2* | rs109300814 | 24 | 26043125 | *DSC2* | rs109503725 | 26057282 | 0.693562 | 1 | |
| *DSC2* | rs109300814 | 24 | 26043125 | *DSC2* | . | 26060104-5 | 0.677046 | 0.97805 | |
| *DSC2* | rs109300814 | 24 | 26043125 | *DSC2* | rs109278906 | 26060155 | 0.687309 | 0.994494 | |
| *DSC2* | rs109300814 | 24 | 26043125 | *DSC2* | rs110651429 | 26060157 | 0.695425 | 1 | |
| *DSC2* | rs109300814 | 24 | 26043125 | *DSC2* | rs210416248 | 26063437 | 0.653245 | 1 | |
| *DSC2* | rs210995078 | 24 | 26048022 | *DSC2* | rs211151260 | 26050992 | 0.4594 | 1 | |
| *DSC2* | rs210995078 | 24 | 26048022 | *DSC2* | rs385100256 | 26057277 | 0.4594 | 1 | |
| *DSC2* | rs210995078 | 24 | 26048022 | *DSC2* | rs109503725 | 26057282 | 0.983269 | 1 | |
| *DSC2* | rs210995078 | 24 | 26048022 | *DSC2* | . | 26060104-5 | 0.965927 | 0.982816 | |
| *DSC2* | rs210995078 | 24 | 26048022 | *DSC2* | rs109278906 | 26060155 | 0.978915 | 0.995715 | |
| *DSC2* | rs210995078 | 24 | 26048022 | *DSC2* | rs110651429 | 26060157 | 0.983198 | 1 | |
| *DSC2* | rs210995078 | 24 | 26048022 | *DSC2* | rs210416248 | 26063437 | 0.45117 | 1 | |
| *DSC2* | rs211151260 | 24 | 26050992 | *DSC2* | rs385100256 | 26057277 | 1 | 1 | |
| *DSC2* | rs211151260 | 24 | 26050992 | *DSC2* | rs109503725 | 26057282 | 0.451713 | 1 | |
| *DSC2* | rs211151260 | 24 | 26050992 | *DSC2* | . | 26060104-5 | 0.436002 | 0.975585 | |
| *DSC2* | rs211151260 | 24 | 26050992 | *DSC2* | rs109278906 | 26060155 | 0.44366 | 0.991819 | |
| *DSC2* | rs211151260 | 24 | 26050992 | *DSC2* | rs110651429 | 26060157 | 0.452195 | 1 | |
| *DSC2* | rs211151260 | 24 | 26050992 | *DSC2* | rs210416248 | 26063437 | 0.982087 | 1 | |
| *DSC2* | rs385100256 | 24 | 26057277 | *DSC2* | rs109503725 | 26057282 | 0.451713 | 1 | |
| *DSC2* | rs385100256 | 24 | 26057277 | *DSC2* | . | 26060104-5 | 0.436002 | 0.975585 | |
| *DSC2* | rs385100256 | 24 | 26057277 | *DSC2* | rs109278906 | 26060155 | 0.44366 | 0.991819 | |
| *DSC2* | rs385100256 | 24 | 26057277 | *DSC2* | rs110651429 | 26060157 | 0.452195 | 1 | |
| *DSC2* | rs385100256 | 24 | 26057277 | *DSC2* | rs210416248 | 26063437 | 0.982087 | 1 | |
| *DSC2* | rs109503725 | 24 | 26057282 | *DSC2* | . | 26060104-5 | 0.983017 | 1 | |
| *DSC2* | rs109503725 | 24 | 26057282 | *DSC2* | rs109278906 | 26060155 | 0.995765 | 1 | |
| *DSC2* | rs109503725 | 24 | 26057282 | *DSC2* | rs110651429 | 26060157 | 1 | 1 | |
| *DSC2* | rs109503725 | 24 | 26057282 | *DSC2* | rs210416248 | 26063437 | 0.443622 | 1 | |
| *DSC2* | . | 24 | 26060104-5 | *DSC2* | rs109278906 | 26060155 | 0.995702 | 1 | |
| *DSC2* | . | 24 | 26060104-5 | *DSC2* | rs110651429 | 26060157 | 0.987178 | 1 | |
| *DSC2* | . | 24 | 26060104-5 | *DSC2* | rs210416248 | 26063437 | 0.449772 | 1 | |
| *DSC2* | rs109278906 | 24 | 26060155 | *DSC2* | rs110651429 | 26060157 | 1 | 1 | |
| *DSC2* | rs109278906 | 24 | 26060155 | *DSC2* | rs210416248 | 26063437 | 0.446917 | 1 | |
| *DSC2* | rs110651429 | 24 | 26060157 | *DSC2* | rs210416248 | 26063437 | 0.446088 | 1 | |
| RSID^1^=reference SNP identification; CHRM^2^=chromosome. | | | | | | | | | |

# Supplementary material for: Identification of candidate SNPs associated with embryo mortality and fertility traits in lactating Holstein cows
**Source:** Front Genet. 2024 Aug 9;15:1409335. doi: 10.3389/fgene.2024.1409335
**Supplement:** Supplementary file 4

| **Supplementary table 3.** Genes nearby or associated with reproductive/fertility traits within the Cattle Quantitative Trait Loci Data Base (CattleQTLdb). | | |  |
| --- | --- | --- | --- |
| **Reproductive/**  **Fertility Trait** | **Gene** | **Cattle QTLdb Link** |  |
| Days to Conception | CAST | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=127047> |  |
|  | BOLA-DMB | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=126888> |  |
|  | BOLA-DQB | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=126888> |  |
|  | BOLA-NCI | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=126888> |  |
|  | UBD | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=126888> |  |
| Pregnant at first AI | UMPS | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=176668>  <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=176669> |  |
|  | HSD17B7 | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=127019> |  |
|  | DECR1 | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=176803> |  |
|  | MRLP48 | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=176837> |  |
|  | SREBF1 | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=176837> |  |
|  | FASN | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=22894> |  |
|  | BOLA-DQB1  and UBD | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=176854> <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=212359> |  |
|  | DSC2 | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=212367> |  |
| Conception Rate | IFNGR1 | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=181260> |  |
|  | ACAT2 | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=177083> | |
|  | MRPL48 | <https://www.animalgenome.org/cgi-bin/QTLdb/BT/qdetails?QTL_ID=181330> | |

How the deposited data were processed for this re-analysis (not part of the article)

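Of 129 samples, 127 were mapped to a tissue, an experiment and a group from their labels and from the paper. They came from conceptuses, from mononuclear cells of the blood (PBMC), from the corpus luteum and from endometrium at day 16, in normal pregnancies (N), pregnancies undergoing embryo mortality (EM) and non-pregnant cows (NP). The paper reports on the conceptuses of the experiment with 75 bp single-end reads, called E2 here, 6 EM and 9 N. A separate experiment with 100 bp paired-end reads, called E1 here, and the other tissues are reported only in the additional observations. The labels of 2 samples name both endometrium and PBMC, so these were left unmapped, and 2 columns of per-sample values were not used. In endometrium E2, 1 N library could not be tied to a single sample label and was used as an N library by the sheet it stands on. Which libraries of different tissues came from the same cow is not given in the sources used here, and no samples were paired.

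The deposited values are raw counts of reads per gene. For the E2 conceptuses the authors trimmed the reads and aligned them to ARS-UCD 1.2; the labels name the same build for the other E2 tables and UMD3.1 for the E1 tables except PBMC. The E2 tables held 35186 rows each, of which 28 repeated a gene name with identical counts and were dropped. The E1 tables held 24616 rows, 4629 of them without a gene symbol, and symbols on more than 1 row were left out of gene lists and of comparisons between experiments. In conceptus E1 the EM libraries held 106785 to 6402817 counts and the N libraries 6800123 to 14581706, so genes with few reads are poorly measured in those EM libraries. No pair of libraries in a group differed by as little as sampling noise, the smallest chi-square per degree of freedom being 4.27.

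Counts were analysed in R 4.3.3 with edgeR 4.0.16, by filterByExpr with a minimum count of 10, TMM factors, and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The conceptus fits held EM and N; those of endometrium, corpus luteum and PBMC held EM, N and NP, with the contrast of EM minus N. DESeq2 1.42.0, the paper's test, was an alternative, as were RLE factors, other count filters, a robust spread estimate and leaving out each library. A total of 24 gene lists were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and again with an estimated correlation. The interferon-stimulated gene score of a library is the mean log2 CPM over list members with a mean of at least 1 CPM, compared by exact permutation tests with Benjamini-Hochberg adjustment over 17 comparisons. Other tests used Python 3.11.15 and scipy 1.17.1.

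The designs, the gene lists, the rule for named genes and the alternatives, except the settings without EM replicates S4 and S5 of conceptus E1 together, were fixed before the data were examined. The rule named the 14 genes of Table 1, the IFNT genes, the 10 largest rises and falls with a symbol, at least 5 CPM in the higher group and no overlap between groups, and up to 4 members of each list with the smallest p. In the other fits it named the 5 genes with the smallest p in each direction and list members by the same rule. The fits were tested on simulated data with 100 genes changed by 1 and 100 by 2 on the log2 scale. For conceptus E2, run on 15485 genes, edgeR recovered 12% and 53% of these, with 2 false calls among 67, and DESeq2 recovered 30% and 74%, with 24 false calls among 128. The simulated changes were few and as often up as down. In the real conceptus E2 comparison 67.1% of genes were called, so these rates need not hold there. The positions of the SNPs were not analysed here. The results of 2 genes named by the rule in conceptus E1 are not reported here.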

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

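The test of leukocyte RNA, the test of summed IFNT copies, and the random draws and tissue levels set beside the candidate genes were chosen only after the result was seen, and the limits of the other tests were set when the EM and N fold changes of the candidate genes, the IFNT genes and the top genes of conceptus E2 had been seen. Antigen presentation genes rose in EM conceptuses of E2 with a median log2 fold change of 5.42, and genes outside those the paper discusses rose with them, with a median of 6.32 for leukocyte markers (23 of 24 higher) and 4.89 for endometrial epithelium (12 of 13 higher). The antigen presentation list includes BOLA-DMB, BLA-DQB, BOLA-NC1 and UBD of Table 1, chosen by the study on these samples. After every library was thinned to 10532188 counts, 100% of the 26 antigen presentation genes stayed higher, so their calls did not rest on unequal depth. Thinning leaves the expected ratios of CPM unchanged. With rises this large the test could hardly have come out otherwise, so it says no more about depth. RNA from leukocytes and RNA from endometrial epithelium both remain candidate explanations: S100A12 averaged 376 CPM in EM and 1.02 CPM in N, and GRP averaged 2355 CPM in EM and 56.9 CPM in N. The mean over N conceptuses was at least 1 CPM for 12 of the 24 leukocyte and 9 of the 13 endometrial markers. Some of these means varied widely between N conceptuses, such as LTF at 165 ± 339 CPM and GRP at 56.9 ± 86.9 CPM (SD). Neither list shares a gene with Table 1 or with another list. A response of the EM conceptus itself was not tested and stays open.

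Of the IFNT genes 4 of 4 and of the trophoblast secreted protein genes 5 of 8 were lower in EM conceptuses, with a median log2 fold change of -3.13 over all 12. Reads shared between IFNT copies do not account for the fall, since the summed copies were also lower, at 1426 ± 2433 CPM (SD, n = 6) in EM and 11960 ± 2938 CPM (SD, n = 9) in N (exact permutation test of log2 values, p = 0.000400, the smallest it can give). A lower share of trophoblast RNA may account for it: trophectoderm identity genes had a median of -2.97, a difference of 0.16 (permutation test over genes, p = 0.511). That test treats correlated genes of the same libraries as independent, so its p cannot show that the falls were equal. The fall was not particular to trophoblast genes. The median was -3.66 for epiblast genes (6 of 8 lower, none higher) and -2.82 for hypoblast and endoderm genes (15 of 21 lower, 4 higher). IFNT2 was at 1.73 CPM in EM replicate S49 and at 2167 CPM in EM replicate S55. The colour, opacity or restricted elongation by which the paper defined EM conceptuses stays open as untested.

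All 14 candidate genes of Table 1 changed in the direction in which endometrium or PBMC of N cows differs from N conceptuses. This does not single them out, since 97.3% of the other called genes and 80.2% of genes not called met the same condition, and 66.7% of 10000 random draws of called genes reached 14. The limit of 13 genes, set when the EM and N fold changes of these genes had been seen but not their levels in endometrium and PBMC, was therefore too easy to meet, and RNA from maternal tissue cannot be told apart from other causes for these genes by direction. With both tissues required, 13 of 14 genes met the condition, as did 13.7% of the draws. In 5 of 6 EM conceptuses DECR1 and HSD17B7 were each above every N conceptus, endometrium and PBMC library. The EM means of 1835 of 5509 other called genes that rose exceeded the means of N conceptuses and of endometrium and PBMC of N cows. So did those of 809 of 2542 genes that rose without being called, so this share does not single out called genes.

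In the data the paper did not analyse, conceptus E1 gave 5280 genes that differed between EM and N, and 2761 without EM replicate S3. The interferon-stimulated gene score was higher in N than in NP cows by 4.08 in endometrium E2, 3.73 in endometrium E1, 0.96 in corpus luteum E2 and 1.00 in PBMC E2, and differed by -3.07 between EM and N in endometrium E1.

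A total or score far from the rest of its group was found in 3 of 36 tests, where chance gives about 1 in 20. These were the total of 18285148 counts of PBMC E2 NP replicate S86, the interferon-stimulated gene score of 5.39 of PBMC E1 NP replicate S47, and that of 5.54 of conceptus E2 N replicate S50.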

How the results depend on the processing

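The settings without EM replicates S4 and S5 were chosen only after the result was seen. The number of genes called in conceptus E2 stayed between 9709 and 14126 under the other alternatives and was 6609 with at least 10 counts in every library, a filter that tests fewer genes. Under that filter 1481 genes passed the IPA limits, 9 candidate genes were called, conceptus E1 gave 284 genes and corpus luteum E2 gave 0. At the limits of Fig. 1 the count was 5996. DESeq2 called 33 genes in endometrium E2 and 10 in corpus luteum E2, against 0 and 1 from edgeR; the cause was not tested. Leaving out 1 library gave 2761 to 6157 genes in conceptus E1, lowest without EM replicate S3, and 0 to 1 in corpus luteum E2, with 0 without each N library. Without EM replicates S4 and S5, which hold few counts, conceptus E1 gave 7145 genes, of which 5049 were among the 5280, and 95.2% of the E2 genes had the same sign. The score difference between EM and NP in corpus luteum E2 was 0.43 with the median over the list (exact permutation test, p = 0.0513). Score differences that passed no test changed sign: PBMC E1 EM minus NP was 0.17 with the median and -0.24 to 0.30 with 1 library left out, PBMC E1 EM minus N -0.060 to 0.48, PBMC E1 N minus NP -0.28 to 0.10, and endometrium E1 EM minus NP -0.092 to 1.06. STAR in conceptus E2 ranged from -0.22 to 5.98 on the log2 scale, lowest without EM replicate S61. HAND1 in conceptus E2 lost its call without EM replicate S51, S53 or S58. Among the genes named in conceptus E1, ALAS2, CCR4, HAND1, HBQ1, IL2RA, MUC1, PTGIS and SCARB1 lost their call without EM replicate S3, and BMP4 and PAG12 gained one under some alternative. Of the genes named but not called, 12 in endometrium, 16 in corpus luteum and 9 in PBMC changed sign under some alternative, and 7 in endometrium and 5 in corpus luteum gained a call, all with DESeq2. RLE factors raised the median log2 fold change of all genes by 0.10 in conceptus E2 and 0.11 in conceptus E1. No paired analysis was made, since the replicate numbers only number the libraries and do not tell which belong together. At its depth conceptus E1 does not measure genes with few reads.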

Other observations

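The gene LOC100297751 and the values of STAR were chosen only after the result was seen. Conceptuses of E1, 4 EM and 8 N, were tested with the same gene lists. All 18 tested antigen presentation genes and 17 of 18 leukocyte markers were higher in EM (camera with an estimated correlation, adjusted p = 0.0240 and 0.00417), as were 6 of 7 markers of endometrial epithelium, and 12 of 15 trophectoderm identity genes and 19 of 20 cell cycle genes were lower (adjusted p = 0.372, 0.419 and 0.303 with an estimated correlation). Of 6433 genes called in E2 and tested in E1, 93.6% had the same sign there. Both experiments called 1935 genes higher, against 634 for independent lists, and 1980 lower, against 867, with 17 called in opposite directions; without EM replicate S3 of E1 these were 1257 higher and 940 lower. Spearman's correlation across 9680 genes, which are not independent replicates, was 0.875. UBD, with a log2 fold change of 9.10, IFNGR1, HSD17B7, DECR1, CAST, DSC2, FASN and ACAT2 were called in E1 in the same direction as in E2. SREBF1 (log2 fold change -0.49, adjusted p = 0.0601), UMPS (-0.09, adjusted p = 0.721) and MRPL48 (0.09, adjusted p = 0.844) were not called by edgeR in E1, and no gene under the symbols BOLA-DMB, BLA-DQB and BOLA-NC1 was tested there, while a gene under the symbol HLA-DMB had a log2 fold change of 8.68 (adjusted p = 1.46e-11 from edgeR).

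The interferon-stimulated gene score was higher in N than in NP cows in both endometrium experiments, corpus luteum E2 and PBMC E2, but not in PBMC E1, where the difference was -0.18 (exact permutation test, p = 0.614, adjusted p = 0.652). The negative sign rested on NP replicate S47, without which the difference was 0.096 (exact permutation test, p = 0.533). S47 had a score of 5.39 and 9544 genes with at least 1 count, against a median of 13391 in its group. In endometrium E2 the score was 8.38 ± 1.01 (SD, n = 9) in N and 4.30 ± 0.42 (SD, n = 7) in NP, and 9 of 9 N cows were above every NP cow (exact permutation test, p = 1.75e-04, adjusted p = 0.00264). EM cows had a score of 6.92 ± 2.35 (SD, n = 6), with 4 of 6 above every NP cow, and differed from N by -1.46 (exact permutation test, p = 0.133, adjusted p = 0.227). In endometrium E1, EM cows were at 5.55 ± 1.55 (SD, n = 4) and N cows at 8.62 ± 0.75 (SD, n = 8; exact permutation test, p = 0.0121, adjusted p = 0.0294). Whether EM and N differ by more in E1 than in E2 was not tested.

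Between EM and N cows edgeR called 0 of 19038 genes in endometrium E2 (1516 at an unadjusted p under 0.05, and 33 by DESeq2), 1 of 17597 in corpus luteum E2 (1201, and 10 by DESeq2) and 0 of 16269 in PBMC E2 (342, and 0 by DESeq2). The 1 gene, LOC100297751, averaged 2.17 CPM in EM and 0.00583 CPM in N. Its call was lost when any N library was left out, and with at least 10 counts required in every library. STAR, a protein of steroid synthesis, was at 1693 CPM in EM conceptus replicate S61 of E2 and at most 8.24 CPM in the other EM conceptuses.

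Of 100 splits of the conceptus E2 libraries, 1, the real one, gave as many genes, with 10495 against 5187 in the highest other. For conceptus E1 it was also 1, with 5280 against 1509. Both of these highest other splits moved only 1 EM library. Chance is unlikely for both experiments but not excluded, since the real split is always drawn and 1 of 100 is the smallest share possible. For corpus luteum E2 (10 of 100, real 1, highest other 791) chance cannot be excluded. For endometrium E2 (100 of 100 splits, real 0, highest other 1105) and PBMC E2 (100 of 100, real 0, highest other 1) every split gives at least 0 genes, so this count cannot tell. The 1105 genes come from 1 split, with 7 in the next highest, and 5 splits of corpus luteum called 261 or more; a structure of these libraries other than EM and N may underlie such splits and was not tested.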
